# Sustained activation of detoxification pathways promotes liver carcinogenesis in response to chronic bile acid-mediated damage

**DOI:** 10.1371/journal.pgen.1007380

**Published:** 2018-05-07

**Authors:** Agnese Collino, Alberto Termanini, Paola Nicoli, Giuseppe Diaferia, Sara Polletti, Camilla Recordati, Vittoria Castiglioni, Donatella Caruso, Nico Mitro, Gioacchino Natoli, Serena Ghisletti

## Abstract

Chronic inflammation promotes oncogenic transformation and tumor progression. Many inflammatory agents also generate a toxic microenvironment, implying that adaptive mechanisms must be deployed for cells to survive and undergo transformation in such unfavorable contexts. A paradigmatic case is represented by cancers occurring in pediatric patients with genetic defects of hepatocyte phosphatidylcholine transporters and in the corresponding mouse model (*Mdr2*^-/-^ mice), in which impaired bile salt emulsification leads to chronic hepatocyte damage and inflammation, eventually resulting in oncogenic transformation. By combining genomics and metabolomics, we found that the transition from inflammation to cancer in *Mdr2*^-/-^ mice was linked to the sustained transcriptional activation of metabolic detoxification systems and transporters by the Constitutive Androstane Receptor (CAR), a hepatocyte-specific nuclear receptor. Activation of CAR-dependent gene expression programs coincided with reduced content of toxic bile acids in cancer nodules relative to inflamed livers. Treatment of *Mdr2*^-/-^ mice with a CAR inhibitor blocked cancer progression and caused a partial regression of existing tumors. These results indicate that the acquisition of resistance to endo- or xeno-biotic toxicity is critical for cancers that develop in toxic microenvironments.

## Author summary

Chronic inflammation associated to the sustained exposure to toxic chemicals can lead to cancer, but how transforming cells acquire the ability to oppose chemo-toxicity and eventually thrive is unclear. In this study, we set out to profile the molecular changes occurring in a mouse model of liver disease caused by defective emulsification of bile acids, which leads to membrane damage, cell death, chronic inflammation and eventually cancer. We found that hepatocytes acquire early in tumorigenesis the ability to efficiently cope with the accumulation of toxic bile acids by increasing the expression of detoxification pathway components via both genetic and epigenetic mechanisms.

## Introduction

The microenvironment of chronically inflamed tissues is a source of multiple mediators that trigger and sustain cellular transformation and tumorigenesis [1–4]. Within the broad and heterogeneous group of inflammation-associated cancers, a distinct class is represented by those tumors that develop within a microenvironment containing high concentrations of toxic substances causing chronic cellular damage and compensatory tissue regeneration.

A straightforward logical assumption is that for cells to emerge, thrive and eventually develop cancers in such contexts, they must acquire early in tumorigenesis the ability either to efficiently cope with the damage exerted by toxic agents or to promote their detoxification. To directly test this hypothesis, we used a well-characterized model of liver cancer, in which the absence of ABCB4, a transporter for phosphatidylcholine expressed selectively in hepatocytes and encoded by the *Mdr2* gene, results in defective emulsification of bile acids and their precipitation on the bile canalicular surface of hepatocytes, thus leading to membrane damage, cell death and chronic inflammation. In the absence of any exogenous mutagen, *Mdr2*^-/-^ animals develop liver cancers with 100% penetrance at 12–15 months of age [5–9]. These cancers are etiologically and genetically similar to those occurring in pediatric patients with type 2 Progressive Familial Intrahepatic Cholestasis (PFIC), in which mutations in the same family of hepatocyte transporters results in liver cancer by the age of five [10,11].

To understand the molecular bases of cancer development in this specific context, in which cellular toxicity is caused by chronic exposure to non-neutralized endogenous compounds (namely, non-micellar hydrophobic bile acids), we performed gene expression, epigenomic and metabolomic profiling in hepatocytes to identify changes in gene expression programs and regulatory networks associated first with inflammation and then with cancer development. We found that while chronic liver inflammation was associated with the induction of a stress-response characterized by the induction of metalloproteinases and collagen genes among the others, Hepatocellular Carcinoma (HCC) development was characterized by the downregulation of these inflammatory programs and instead a robust transcriptional activation of genes encoding enzymes involved in the two phases of metabolic transformations and detoxification, namely Phase I (oxidation, reduction and hydrolysis) and Phase II transformations (conjugation, *e*.*g*. to glutathione), as well as efflux transporters involved in the extrusion of transformed metabolites from cells. The induction of such response was associated with reduced content of toxic bile acids in cancer nodules relative to inflamed livers. Computational mining of the genomic data indicated that this gene expression program was driven by the increased expression and activation of the hepatocyte-specific Constitutive Androstane Receptor (CAR, encoded by the *Nr1i3* gene), a transcription factor of the nuclear receptor superfamily known to control xenobiotic detoxification genes. Consistent with these data, CAR inhibition with a specific antagonistic ligand reduced tumor burden and resulted in the regression of cancer nodules.

Altogether, our data suggest that by mounting an appropriate detoxification response, hepatocytes became able to cope with the accumulation of toxic bile acids during liver inflammation, thus acquiring the capacity to thrive and undergo neoplastic transformation in an otherwise toxic environment.

## Results

### Hepatocyte gene expression programs in *Mdr2^-/-^* mice

We first performed RNA sequencing (RNA-seq) to analyze the changes in transcriptome of hepatocytes during *Mdr2^-/-^* liver disease progression. *Mdr2* is expressed selectively in hepatocytes, thus justifying the use of a full knockout for these experiments. Hepatocytes represent more than 75% of the cell populations of a normal liver. However, immunohistochemistry (IHC) staining of liver sections showed a massive infiltration of IBA-1 positive macrophage cells in inflamed livers of 8-months old mice and even more so in HCC nodules (15 to 17 months old mice) (**S1A** and **S1B Fig**). Moreover, attempts to isolate pure hepatocytes after collagenase perfusion via the portal vein of *Mdr2^-/-^* mice were not successful because of the extensive co-purification of macrophages. Therefore, to obtain hepatocyte-enriched liver samples we treated mice with liposomes loaded with clodronate to deplete liver macrophages [12]. The 48 hours clodronate treatment resulted in a significant macrophage depletion from both inflamed livers and cancer nodules of *Mdr2^-/-^* mice, as shown in **S1A** and **S1B Fig**. An RNA-seq analysis carried out in livers of untreated and clodronate treated mice revealed that genes differentially expressed by clodronate treatment were significantly enriched for ontology terms associated to macrophage and lymphocyte function (**S1C Fig**, **S1 Table**). In addition to macrophage depletion, clodronate treatment reduced B and T lymphocytes content in the normal liver but it had no significant effect on the inflamed and neoplastic livers of *Mdr2^-/-^* mice (**S2 Fig**).

Therefore, we used this approach to generate RNA-seq data sets in clodronate-treated and macrophage-depleted livers, including: *i*) inflamed livers of 8 months old *Mdr2^-/-^* mice; *ii*) isolated nodules from 15-to-17-months old *Mdr2^-/-^* mice, and *iii*) age matched FVB/NJ wild type mice. All samples were sequenced to an average depth of ~30 million paired-end reads, using five animals per experimental group (**S3 Fig**). Of the 1279 differentially expressed genes (DEGs) identified in the comparison of inflamed *vs*. wild type livers (fold change ≥ ∣2∣, q-value ≤ 0.05, FPKM ≥ 2 in at least one time point), 1100 (86%) were upregulated in the inflamed livers, consistent with a widespread increase in the expression of inflammatory genes (**Fig 1A**, left panel). In the comparison between inflamed livers and HCC nodules, gene expression changes were of comparatively lower amplitude (579 DEGs) and they occurred similarly in both directions: 265 genes (45.8%) were up regulated and 314 (54.2%) were down-regulated (**Fig 1A**, right panel; the complete list of genes is reported in **S2 Table** and a Q-PCR validation of selected DEGs is reported in **S4 Fig**).

**Fig 1:**
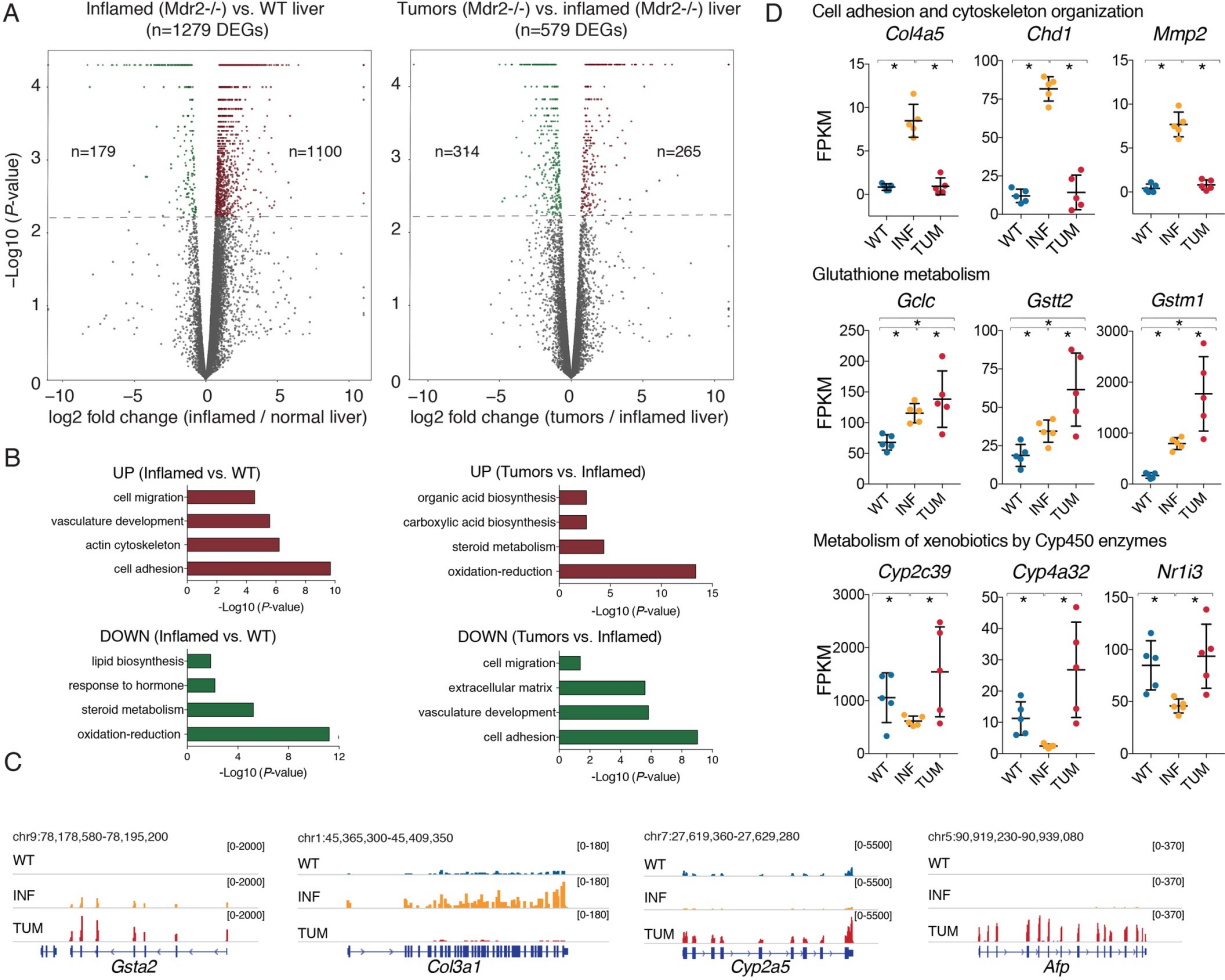
Transcriptional alterations accompanying *Mdr2^-/-^* liver disease progression. **(A)** Volcano plots reporting differentially expressed genes (up-regulated brown, down-regulated green) identified by comparing WT and inflamed *Mdr2^-/-^* livers (left panel) and *Mdr2^-/-^* inflamed livers and tumors (right panel). The y-axis shows the -Log10 of the P-values determined by Cuffdiff analysis. **(B)** Gene ontology analyses on the sets of differentially expressed genes (up- and down-regulated) in each comparison. **(C)** Representative RNA-seq snapshots of differentially expressed genes. **(D)** Representative genes belonging to cell adhesion and ECM/cytoskeleton organization (*Col4a5*, *Chd1*, *Mmp2*), to glutathione metabolism (*Gclc*, *Gstt2*, *Gstm1*,) and to metabolism of xenobiotics by CYP450 enzymes (*Cyp2c39*, *Cyp4a32*, *Nr1i3*). Differences were assessed using two-sided Mann-Whitney test (p < 0.05).

A gene ontology (GO) analysis of the genes differentially expressed in inflamed *vs*. WT livers and in HCC *vs*. inflamed livers is shown in **Fig 1B**. The full list of enrichments using two different approaches is reported in **S3 Table** (David GO analysis) and **S4 Table** (Revigo clusters). The top-ranking categories of up-regulated genes in inflamed livers were related to cell adhesion, migration, organization of the extracellular matrix and actin cytoskeleton. Some notable genes related to cell adhesion and cytoskeleton organization included many collagen genes (*Col3a1* and *Col4a5* among many others), cadherin-1 (*Cdh1*) and matrix metalloproteinase-2 (*Mmp2*) (**Fig 1C** and **1D**). In addition, nearly all enzymes involved in glutathione metabolism were among the most up-regulated genes in inflamed livers, including glutamate-cysteine ligase (*Gclc*), the first and rate-limiting enzyme of glutathione synthesis, several glutathione S-transferases (*Gstt2* and *Gsta2* among the others), glutathione peroxidases (such as *Gpx4*) and the main transcriptional regulators of antioxidant genes, *Nfe2l2* (encoding for NRF2) and its dimerization partner *Mafk* (**Fig 1C** and **1D** and **S2 Table**). These observations are consistent with the notion that chronic portal inflammation in *Mdr2^-/-^* livers results in increased oxidative stress as well as connective tissue deposition, leading to progression to fibrosis [9,13]. More interestingly, while all genes involved in fibrosis were selectively down regulated in the transition from inflammation to cancer, the antioxidant response was further upregulated in liver cancers (**Fig 1B** and **1D**).

GO categories associated to genes down-regulated in inflamed livers were mainly related to oxidation-reduction processes (**Fig 1B**). Specifically, genes encoding hydroxylases involved in bile acid biosynthesis (such as the critical enzymes *Cyp7b1* and *Cyp8b1*) were downregulated as part of the negative feedback exerted by the excess of non-neutralized bile acids (**S2 Table**). Several Phase I enzymes belonging to the cytochrome p450 (CYP450) superfamily (*Cyp2a5*, *Cyp2c39*, and *Cyp4a32* among many others) and their main transcriptional regulator, the hepatocyte-specific nuclear receptor Constitutive Androstane Receptor (CAR, encoded by *Nr1i3*) [14,15] were also downregulated in inflamed livers (**Fig 1D** and **1C**). Phase I enzymes act by hydroxylating hydrophobic xeno- and endobiotics (including hydrophobic bile acids), thus increasing their solubility and reducing their toxicity. Interestingly, the same group of genes was strongly up-regulated in cancer nodules together with classical liver cancer markers (*Afp*, encoding alpha-fetoprotein among many others) (**Fig 1C** and **1D**) [16,17].

Overall, transcriptomic analyses indicate that the massive inflammatory and fibrotic response occurring in inflamed *Mdr2^-/-^* livers is reduced in tumor nodules, concurrently with the upregulation of hydroxylases of the CYP450 family.

### Overexpression of detoxification enzymes in *Mdr2^-/-^* cancers

In order to better discriminate groups of genes with distinct behaviors during tumorigenesis, we divided differentially expressed genes into 8 clusters (**S5 Table**) based on their transcriptional profiles in the two disease stages considered (**Fig 2**, left panels). Next, to identify the transcription factors (TF) that selectively control gene expression in each cluster, we determined the TF consensus DNA binding sites (described by position weight matrixes, PWMs) that were statistically overrepresented in the promoters of the differentially expressed genes relative to a background including the promoters of all Ensembl-annotated genes (± 1000 bp relative to their transcription start sites) [18]. An initial list of candidate regulatory TFs was generated based on the statistical over-representation of the cognate DNA recognition motif and then filtered based on the expression of each TF (**Fig 2**, right panels). We also performed GO analysis of genes differentially expressed within these 8 clusters and identified the associated enriched GO terms (**Fig 2**, bottom panels). The full list of GO categories and PWMs associated to each cluster is available in **S6** and **S7 Tables**.

**Fig 2:**
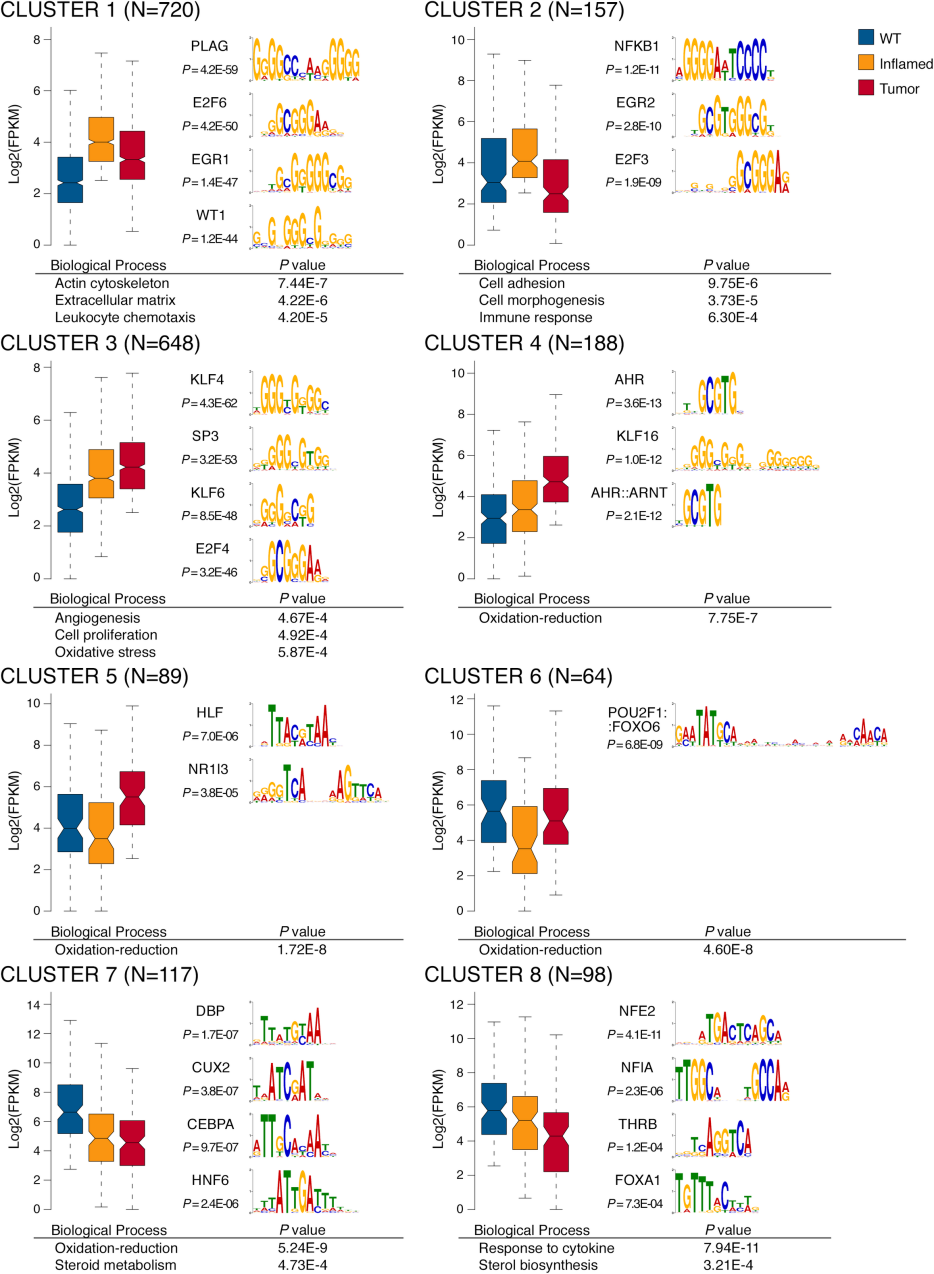
Stage-specific gene expression profile of *Mdr2^-/-^* livers. Clusters have been generated by considering differentially expressed genes with FC ≥2, q-value ≤0.05, FPKM ≥2. The number of genes per cluster is indicated in each plot. Bottom panels report selected GO terms enriched for each cluster. Right panels show PWMs overrepresented on the promoters (+/-1000 bp from TSS) of genes of each cluster, whose cognate TF expression trend is consistent with the cluster.

Overall, cluster 1, 2 and 3 included genes whose expression was increased in inflamed livers. While the expression of genes associated with fibrosis and inflammation (cluster 1 and 2) decreased in tumor nodules, genes involved in oxidative stress responses, angiogenesis and cell proliferation (cluster 3) were all further up-regulated in the transition from inflammation to cancer. To identify the TFs selectively involved in the transition between inflamed and tumor livers, we focused our attention on the genes that were selectively up-regulated at the tumor stage (cluster 4, 5 and 6). Interestingly, this subset of genes was homogeneously related to oxidation-reduction processes, notably those catalyzed by CYP450 family hydroxylases and involved in mono-oxygenation and detoxification of hydrophobic substances. Within the same clusters, the most over-represented DNA binding motifs included those for CAR (Constitutive Androstane Receptor, encoded by *Nr1i3*), AHR (Aryl Hydrocarbon Receptor) and its dimerization partner ARNT (AHR Nuclear Translocator), three TFs significantly overexpressed at the HCC stage (**S2 Table**).

Overall, these data indicate that the transition from inflammation to cancer is associated with the increased expression of genes involved in detoxification of xeno- and endobiotics such as bile acids [14].

To gain insight into the functional consequences of transcriptional changes occurring in the transition from inflammation to tumors, we used Ingenuity Pathway Analysis (IPA). IPA was used to assemble a network based on genes differentially expressed between inflamed and tumor samples (**Fig 3**). This analysis revealed that tumor development was characterized by a global up regulation of members of the endobiotics detoxification pathways. Specifically, toxic bile in *Mdr2^-/-^* livers induced the expression of CAR *(Nr1i3)*, which regulates Phase I enzymes (*Cyp1a2*, *Cyp2a5*, *Cyp2c* and *Cyp4a* families, *POR*, *NQO1*), Phase II enzymes involved in conjugation of toxic agents (such as several glutathione S-transferases) and Phase III transporters (*Abcc4/Mrp4*, which mediates the cotransport of reduced glutathione with bile acids, thus enhancing their detoxification) [14,19]. It is important to note that also PXR *(Nr1i2)*, whose expression was increased in inflamed liver (cluster 3 in **Fig 2**), is activated by bile acids, in particular by the highly toxic lithocholic acid (LCA) [20] and that it also regulates Phase I and II enzymes and Phase III transporters. In the transition from inflammation to tumors NRF2 *(Nfe2l2)* was downregulated but the antioxidant pathway was maintained upregulated probably by the xenobiotic receptors CAR, PXR and AHR.

**Fig 3:**
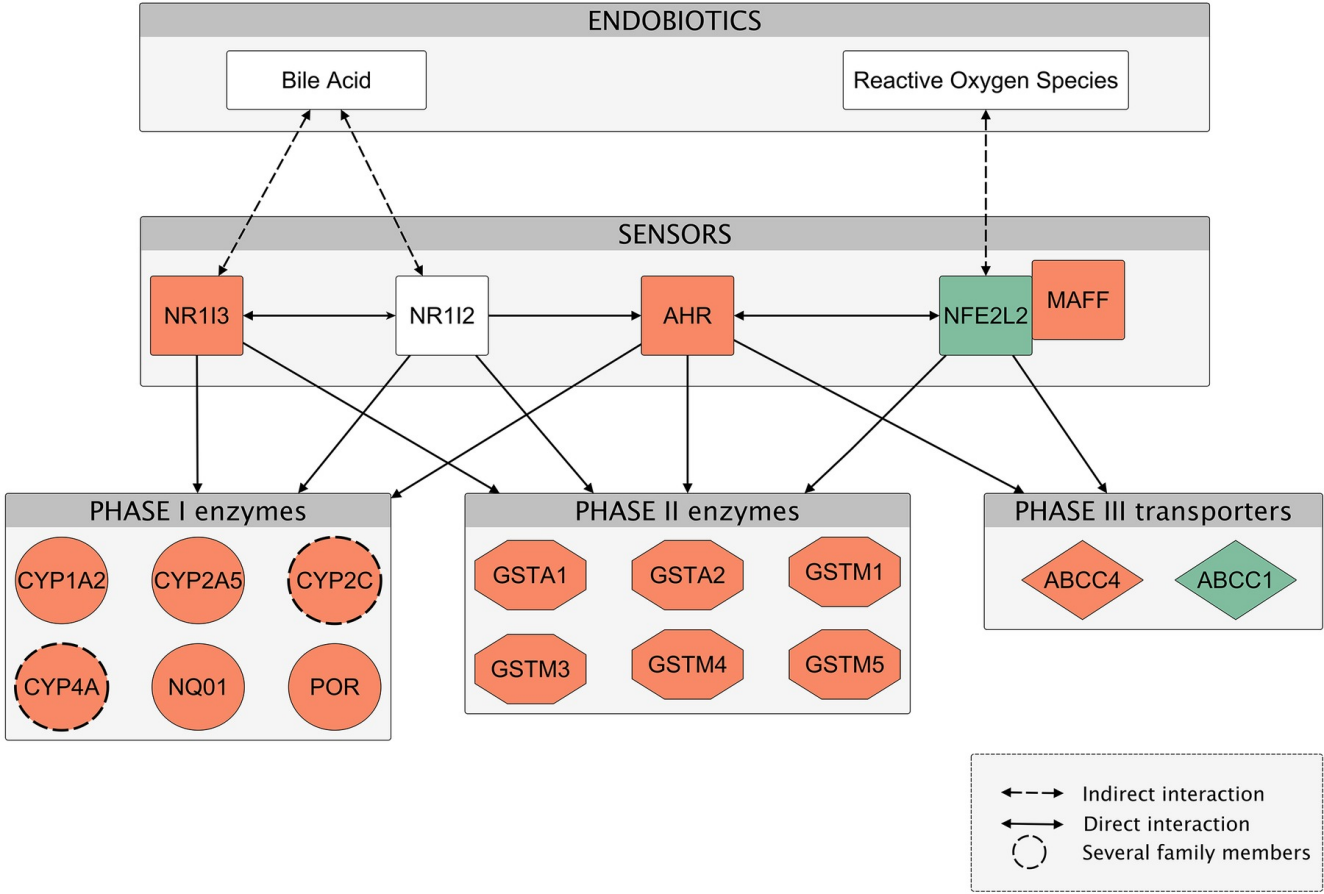
*Mdr2^-/-^* tumor development is characterized by global overexpression of endobiotics detoxification pathway members. Ingenuity pathway analysis was used to generate the network overlaid with relative gene expression levels of inflammation to tumor transition. Node colors indicate the upregulated (red) and downregulated (green) genes relative to the comparison of tumor samples over inflamed livers. Items depicted by a dashed circle represent several members of the *Cyp2c* (specifically, *Cyp2c29*, *Cyp2c37*, *Cyp2c38*, *Cyp2c39*, *Cyp2c40*, *Cyp2c44*, *Cyp2c50*, *Cyp2c55*, *Cyp2c67*, *Cyp2c68*, *Cyp2c69*, *Cyp2c70*) and *Cyp4a* (*Cyp4a10*, *Cyp4a12a*, *Cyp4a12b*, *Cyp4a14*, *Cyp4a32*) families. Network edges (the relationship between nodes represented by lines and arrows) represent direct (solid lines) and indirect (dashed lines) interactions between molecules as supported by information in the Ingenuity knowledge base. Each functional class of molecules is represented by a different node shape.

We next reanalyzed previous whole exome sequencing (WES) and whole genome sequencing (WGS) data we generated using *Mdr2^-/-^* cancers [11] in order to determine whether genes encoding enzymes involved in bile acid detoxification undergo amplification events. We found that a consistent number of genes (n = 44) involved in endobiotics detoxification pathway were amplified in 8 out of 10 sequenced samples (**S5 Fig**).

Overall, these data suggest the existence of a selective pressure favoring the overexpression of genes encoding enzymes that control detoxification of bile acids and that in some cases this can be achieved by gene amplification.

### Differential usage of genomic regulatory information in inflamed and neoplastic livers

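H3K27Ac ChIP-seq of macrophage-depleted tissue was analysed for 5 WT livers, 5 inflamed Mdr2-/- livers and 5 HCC nodules, 1 animal per library. Chromatin from 350 mg of fixed tissue was immunoprecipitated with 5 μg of antibody and sequenced as 36 bp single reads. Macrophages were removed by clodronate liposomes 48 h before sacrifice; the paper gives a load of 5 μg of clodronate and the sample records a dose of 50 μg per g of body weight. The paper places inflamed livers at 8 months and nodules at 15 to 17 months, and the sample records give 7 to 8 months for inflamed livers and 14 to 19 months for nodules and WT livers. The authors called peaks separately in each animal with MACS and deposited, for every peak, its position and the peak caller's score. Scores started at 50, and in every list many peaks shared a score of 3100, from 9.52% to 24.5% of the list, so that the strongest peaks are not ranked among themselves. Peaks on chromosome 1 end beyond its last position in GRCm38, and the coordinates are those of NCBI37/mm9. The files hold no read counts per region, and the sequencing depth of each library is unknown. Animals were therefore compared only by the number of their peaks, their presence or absence and the length they cover. Scores were used only to rank peaks within an animal.

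On chromosomes 1 to 19 and X, WT livers had 28292 ± 1435 peaks (SD, n = 5), from 26375 to 30268. Inflamed livers had 38368 ± 1801 peaks (SD, n = 5), from 35901 to 40909, and every inflamed liver had more peaks than every WT liver (exact permutation test, two-sided, p = 0.00794, the smallest that 5 animals against 5 allow; Benjamini-Hochberg adjusted p = 0.0238 over 3 contrasts). HCC nodules had 33514 ± 7060 peaks (SD, n = 5), from 26683 to 42736, and differed from neither group beyond the spread between animals (exact permutation tests, adjusted p = 0.183 against inflamed and 0.183 against WT livers). The genome under peaks was 128 ± 15.6 Mb in WT, 147 ± 9.40 Mb in inflamed and 144 ± 32.8 Mb in HCC samples (SD, n = 5 each), and no pair of groups differed (exact permutation tests, adjusted p = 0.190 for inflamed against WT, 0.865 for HCC against inflamed and 0.524 for HCC against WT). Overlapping peaks of the 15 animals were merged into 56941 regions with a median width of 3510 bp. A peak in all 15 animals was found in 12112 of these regions, and 13040 regions had a peak in a single animal.

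**Figure D1:**
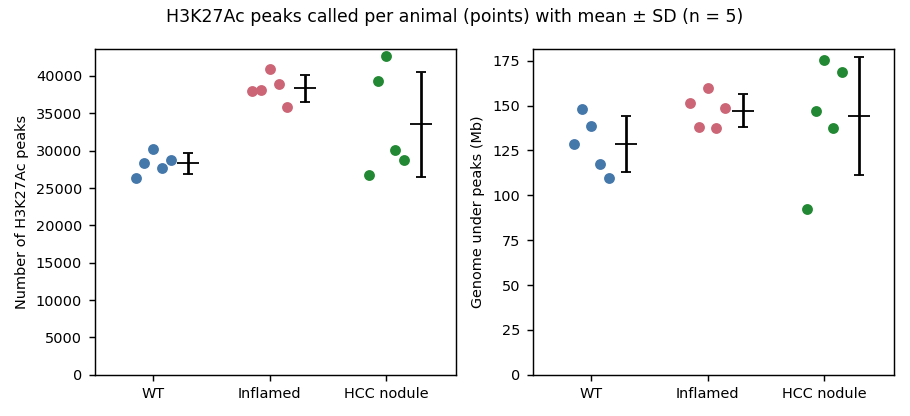
Number of H3K27Ac peaks and genome under peaks (Mb) per animal on chromosomes 1 to 19 and X. Each point is 1 animal and the bars give mean ± SD (n = 5 per group); inflamed livers lie between 35901 and 40909 peaks, and HCC nodules spread from 26683 to 42736.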

To obtain a more detailed view of the gene regulatory networks underlying adaptive changes in gene expression during tumorigenesis in the *Mdr2^-/-^* livers, we performed H3K27Ac ChIP-seq on the same fifteen samples (five per experimental group) used for RNA-seq profiling. Histone H3 Lysine 27 (H3K27) acetylation is a histone modification deposited at gene promoters and at enhancers when they are bound by activating TFs, and is thus informative of the activity state of these *cis*-regulatory elements [21–23]. 

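Similarity between 2 animals was measured as the base-pair Jaccard index, the length of genome under peaks of both divided by the length under peaks of either. Inflamed livers shared the most, with an index of 0.760 ± 0.0263 (SD over 10 pairs), followed by WT livers with 0.649 ± 0.128 (10 pairs) and HCC nodules with 0.492 ± 0.0790 (10 pairs). Between groups the mean index was 0.547 ± 0.0468 for inflamed and WT livers, 0.542 ± 0.0719 for HCC nodules and inflamed livers and 0.516 ± 0.0698 for HCC nodules and WT livers (SD over 25 pairs each). On the means of all animals, HCC nodules were thus no closer to each other than to the other groups. HCC animal 124711 lowered the mean among nodules, so that the comparison with WT livers depends on it. Its indices to the other nodules were 0.363 to 0.455, and those among the other nodules were 0.499 to 0.583. The groups separated over all 15 animals (pseudo-F = 3.19, exact permutation p = 5.55e-05 over 756756 assignments of the labels). Spread within groups was unequal (0.760 among inflamed livers, 0.492 among nodules) and was not tested. Permuting the labels does not tell such a difference in spread apart from a shift between groups. Inflamed and WT livers separated most (pseudo-F = 6.57, exact permutation p = 0.00794), then HCC nodules and inflamed livers (pseudo-F = 2.68, exact permutation p = 0.00794) and HCC nodules and WT livers (pseudo-F = 1.95, exact permutation p = 0.0238). The last of these depended on single animals. Without WT animal 134501, 129296, 130747 or 129297, or without HCC animal 125279 or 123206, the exact permutation p was between 0.0873 and 0.119. Without WT animal 130748 the pseudo-F rose to 2.42 (exact permutation p = 0.0159), and without HCC animal 124711 to 2.52 (exact permutation p = 0.00794). The top 50% of each list by score lowered the overall pseudo-F most among the settings that kept all animals, to 2.80 (exact permutation p = 0.000650). WT animal 130748 and HCC animal 124711 were each nearest to the other (index 0.630), with a mean index of 0.504 for 130748 to the other WT livers and 0.411 for 124711 to the other nodules.

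**Figure D2:**
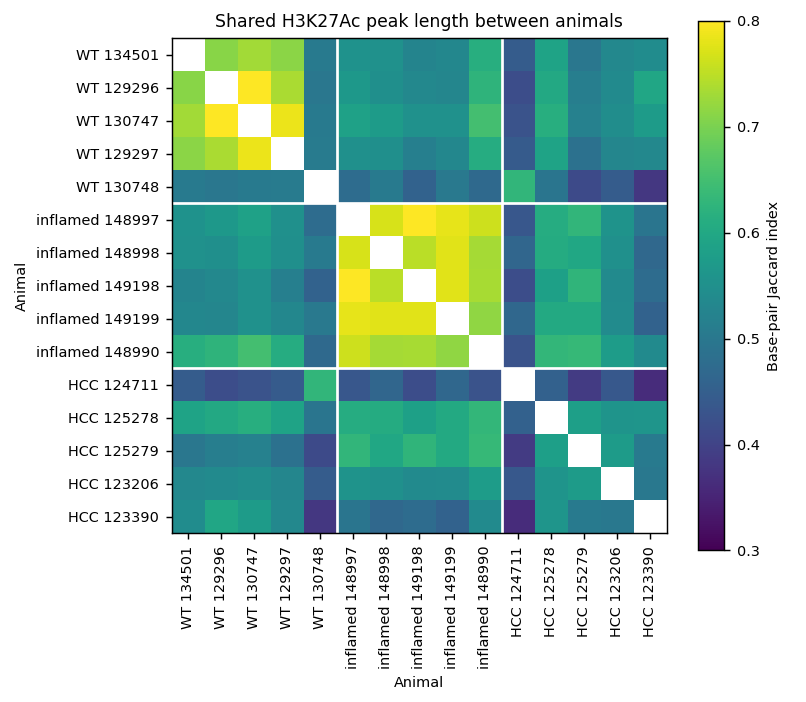
Base-pair Jaccard index of H3K27Ac peaks for each pair of the 15 animals, with white lines between the groups and the diagonal left blank. Pairs of inflamed livers form the brightest block (0.718 to 0.801), and WT 130748 and HCC 124711 are nearest to each other (0.630).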

Based on the H3K27Ac profiles, WT liver, inflamed *Mdr2^-/-^* livers and cancers clustered separately (**Fig 4A**), indicating a differential usage of the genomic *cis*-regulatory information.

**Fig 4:**
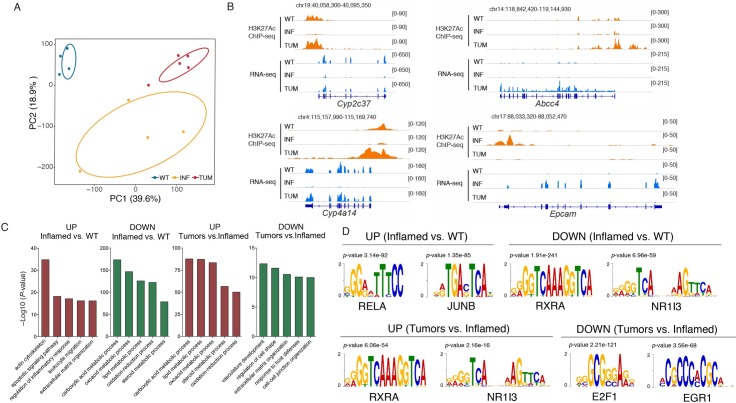
H3K27Ac profiling of *Mdr2^-/-^* samples. H3K27Ac ChIP-seq were performed on samples from normal (WT), inflamed (INF) and HCC (nodules) livers (TUM) from mice treated with clodronate liposomes. **(A)** PCA analysis. 2 out of 15 samples were removed as outliers. **(B)** GO categories associated with differentially acetylated genomic regions of WT, inflamed and liver samples, as inferred from a GREAT analysis. **(C)** Snapshots of representative WT, inflamed and tumor samples showing H3K27Ac and RNA-seq data of differentially expressed genes. **(D)** Motif finding analysis of the genomic regions analyzed in (B). The PWMs indicated have been filtered based on the expression of TFs on each group.

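The samples removed as outliers from the PCA are not named in the paper's text, and all 15 animals were kept here. Fig 4A shows all nodules, so that 1 WT and 1 inflamed animal were left out in each of the 25 possible ways. Over the 25 sets the pseudo-F of the 3 groups ranged from 2.32 to 3.53, and the exact permutation p was at most 0.00169. Inflamed and WT livers separated in all 25 sets (exact permutation p = 0.0286, the smallest that 4 animals against 4 allow), as did HCC nodules and inflamed livers (pseudo-F from 2.13 to 2.45, exact permutation p = 0.0159). HCC nodules and WT livers separated in 5 of the 25 sets (pseudo-F from 1.54 to 2.42, exact permutation p from 0.0159 to 0.119), and these were the sets without WT animal 130748. In a PCA of the presence or absence of peaks in all 15 animals, the first component held 26.2% of the variance and the second 13.9%. WT livers lay from -48.8 to -30.1 on the first component and inflamed livers from 28.2 to 64.4. The nodules did not form a group of their own on it, from -32.4 in HCC animal 123390, within the WT livers, to 41.3 in HCC animal 125279, within the inflamed livers. WT animal 130748 and HCC animal 124711 lay together on the second component, at -63.1 and -68.4, and the other animals from -15.0 to 37.2. From the separate clusters of the 3 groups the paper concludes that cis-regulatory information is used differently between them.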

To gain insight into the functional responses controlled by *cis*-regulatory regions selectively acetylated in inflamed livers and then in cancers, we used the GREAT tool [24]. GREAT links sets of genomic regions to putative biological functions based on the functional annotations of the nearby genes, with a score that takes into account the distance between regions and genes and therefore the likelihood of correct assignment. 

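A region was counted as gained in inflamed livers when a peak lay in it in all 5 inflamed and in none of the 5 WT animals. There were 2744 such regions, 4.82% of the merged regions, with a median width of 3992 bp and 13.0 Mb in total. In 99 other splits of the same 10 animals into 5 and 5, each direction gave 3.00 regions on average and at most 31. Each inflamed animal ranked its peaks by score, and the gained regions had a median score percentile of 34.3 within these lists. Inflamed lists were longer, and with every list shortened to its best 26375 peaks the count fell to 983, the largest decrease of the settings tried; other splits then gave at most 31. The gained regions with the highest score percentiles in all 5 inflamed animals lay on chromosome 1 from 188401845 to 188415679, on chromosome 10 from 79093091 to 79103932 and on chromosome 2 from 155628006 to 155638815 (NCBI37/mm9). In each of these 3 regions the lowest score percentile among inflamed animals was 84.1, the tied score of 3100 in the list it comes from, so that they have no order among themselves. Genes and functional terms near the regions were not assigned here, because an annotation of this build was not used.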

Genomic regions specifically activated in inflammation were enriched in functional terms related to extracellular matrix organization, as well as with leukocyte migration, a result consistent with the inflammatory and fibrotic response identified by gene expression profiling at the same stage (**S8 Table** and **Fig 4B**). Coherently with transcriptomic data, the genomic regions associated to these fibrotic functional terms were deacetylated in the transition from chronic inflammation to cancer, together with regions associated to developmental functions. 

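A peak in all 5 inflamed livers and in none of the 5 HCC nodules was found in 728 regions, and 99 other splits of these 10 animals gave 7.88 regions per direction on average and at most 184. Of the 728 regions, 485 (66.6%) were among those gained in inflamed livers; both lists require a peak in all 5 inflamed livers, so that some overlap follows from how they are drawn. The count depended on single animals, with 1420 regions without HCC animal 125279 and 1344 without inflamed animal 148990. In each nodule the regions gained in inflamed livers were then examined without using nodules to choose them. Of the 2744 regions, a nodule had a peak in 38.9 ± 24.6% (SD, n = 5), against 40.8 ± 12.0% (SD, n = 5) of the 1425 other regions with a peak in 5 of the 10 WT and inflamed animals, which were neither gained nor lost. HCC animal 124711 had a peak in 9.73% and HCC animal 125279 in 75.7% of the gained regions. No nodule carried a peak in 485 of them (17.7%) and all 5 nodules did in 70 (2.55%). For the 1425 other regions these shares were 13.3% and 2.32%. The lost regions with the highest score percentiles in all 5 inflamed animals lay on chromosome 4 from 46076036 to 46079678, on chromosome 2 from 20333747 to 20344805 and on chromosome 1 from 170106850 to 170113760 (NCBI37/mm9), with lowest percentiles of 71.2, 69.2 and 57.0. The region on chromosome 4 had no peak in any WT liver, and the others had a peak in 3 and 2 WT livers.

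**Figure D3:**
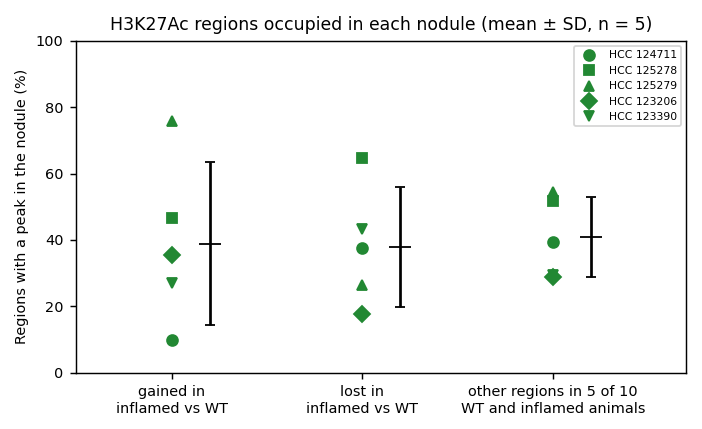
Percent of H3K27Ac regions with a peak in each HCC nodule (1 symbol per animal, mean ± SD, n = 5), for regions gained and lost in inflamed against WT livers and for other regions found in 5 of the 10 WT and inflamed animals. Nodules span 9.73% to 75.7% of the gained regions and 17.6% to 64.8% of the lost regions.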

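Peaks in all 5 WT and in none of the 5 inflamed livers were found in 227 regions, with a median width of 4261 bp and 1.12 Mb in total, while 99 other splits of the animals gave at most 31. Gained regions made up 92.4% of the changed regions in this comparison. The balance depended on the length of the lists: with equal lists 534 regions were lost and gained regions made up 64.8%. Leaving out WT animal 130748 raised the count of lost regions to 491, and leaving out WT animal 134501 raised it to 431. The lost regions with the highest score percentiles in all 5 WT livers lay on chromosome 12 from 85127972 to 85134964, on chromosome 11 from 3945929 to 3949773 and on chromosome 4 from 154210493 to 154215125 (NCBI37/mm9), with lowest percentiles of 69.6, 61.4 and 59.2. Metabolic functions of nearby genes were not assigned here.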

The transition to inflammation was also characterized by a repression of acetylated regions associated with liver metabolic function (oxidation-reduction process). 

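Comparing nodules with inflamed livers, 60 regions had a peak in all 5 HCC nodules and in none of the 5 inflamed livers, with a median width of 5531 bp. Of 100 splits of these animals, 5 gave as many regions in either direction, the real split included. Chance thus stays open for this count with full lists. Each other split entered with the larger of its 2 directions, and 60 is the smaller direction of the real split (728 lost). The comparison is therefore strict for the gained regions and does not show that they arose by chance. With equal lists 57 regions were gained, a count reached by 2 of 100 splits. The count was 224 without HCC animal 124711, 106 without 123390 and 99 without 123206. A peak in at least 4 of 5 nodules and at most 1 of 5 inflamed livers was found in 533 regions. Of the 60 regions, 6 were among the 227 lost in inflamed livers. These 6 are 2.64% of the lost regions, and 2.32% of the other regions with a peak in 5 of the 10 WT and inflamed animals had a peak in all 5 nodules. Of the 227 lost regions, a nodule had a peak in 37.9 ± 18.0% (SD, n = 5), within the spread of the 40.8% found for these other regions. The gained regions with the highest score percentiles in all 5 nodules lay on chromosome 19 from 4427049 to 4431749, on chromosome 6 from 140512884 to 140521396 and on chromosome 16 from 5182695 to 5188079 (NCBI37/mm9), with lowest percentiles of 47.0, 40.2 and 37.9. The region on chromosome 19 also had a peak in all 5 WT livers, and the region on chromosome 6 in none.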

Interestingly, the oxidation-reduction processes terms were retrieved on regulatory regions upregulated in the comparison between nodules and inflammation (**Fig 4B**). 

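Peaks at Cyp2c37, Cyp4a14 and Abcc4 were compared over the windows shown in the snapshots of Fig 4, as the base pairs under peaks in each animal. In the Cyp2c37 window a single region, on chromosome 19 from 40062315 to 40068968 (NCBI37/mm9), had a peak in 3 of 5 WT livers, 0 of 5 inflamed livers and 2 of 5 HCC nodules. Peaks covered 3644 ± 3346 bp in WT livers and 1342 ± 2584 bp in HCC nodules (SD, n = 5 each). Neither inflamed against WT (exact permutation test, two-sided, adjusted p = 0.381 over 8 tests) nor HCC against inflamed (exact permutation test, adjusted p = 0.444) differed beyond the spread between animals. At Cyp4a14, the region on chromosome 4 from 115164596 to 115173274 reached into the window in 3 WT livers, 5 inflamed livers and 4 HCC nodules. The covered length was 1183 ± 1154 bp in WT livers, 423 ± 254 bp in inflamed livers and 2217 ± 2020 bp in HCC nodules (SD, n = 5 each; exact permutation tests, adjusted p = 0.381 for inflamed against WT and 0.381 for HCC against inflamed). Counting peaks in place of base pairs reversed the direction of inflamed against WT livers at this gene, with 0.400 more peaks in inflamed livers. It left no difference between HCC and inflamed samples, with a mean of 1 peak in each group. At Abcc4, peaks covered 28484 ± 12124 bp in WT livers, 22186 ± 2966 bp in inflamed livers and 36193 ± 20791 bp in HCC nodules (SD, n = 5 each; exact permutation tests, adjusted p = 0.444 for inflamed against WT and 0.381 for HCC against inflamed). HCC animal 123390 alone had 69295 bp under peaks there. Of the 9 regions in the Abcc4 window, the one on chromosome 14 from 119132034 to 119154376, chosen after its values were seen, had a peak in 4 of 5 HCC nodules and in no WT or inflamed liver. All 3 genes had a higher mean covered length in HCC than in inflamed samples, and none of these differences exceeded the variation between the 5 and 5 animals (exact permutation tests, two-sided, unadjusted p from 0.103 to 0.444). A single separated locus cannot go below an adjusted p of 0.0635 over 8 exact permutation tests. Without HCC animal 124711, which had no Cyp4a14 peak, nodules and inflamed livers did not overlap at Cyp4a14, with a difference of 2349 bp, and without WT animal 134501 inflamed and WT livers did not overlap at Abcc4, with a difference of -11573 bp. At Cyp4a14 the gap was narrow, with 652 bp in HCC animal 125279 and 639 bp in inflamed animal 149198. The peaks of both animals ran past the end of the window. The differences between HCC and inflamed samples rested in part on HCC animal 123390, without which the difference went from 1342 to 197 bp at Cyp2c37, from 1794 to 1063 bp at Cyp4a14 and from 14007 to 5731 bp at Abcc4.

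**Figure D4:**
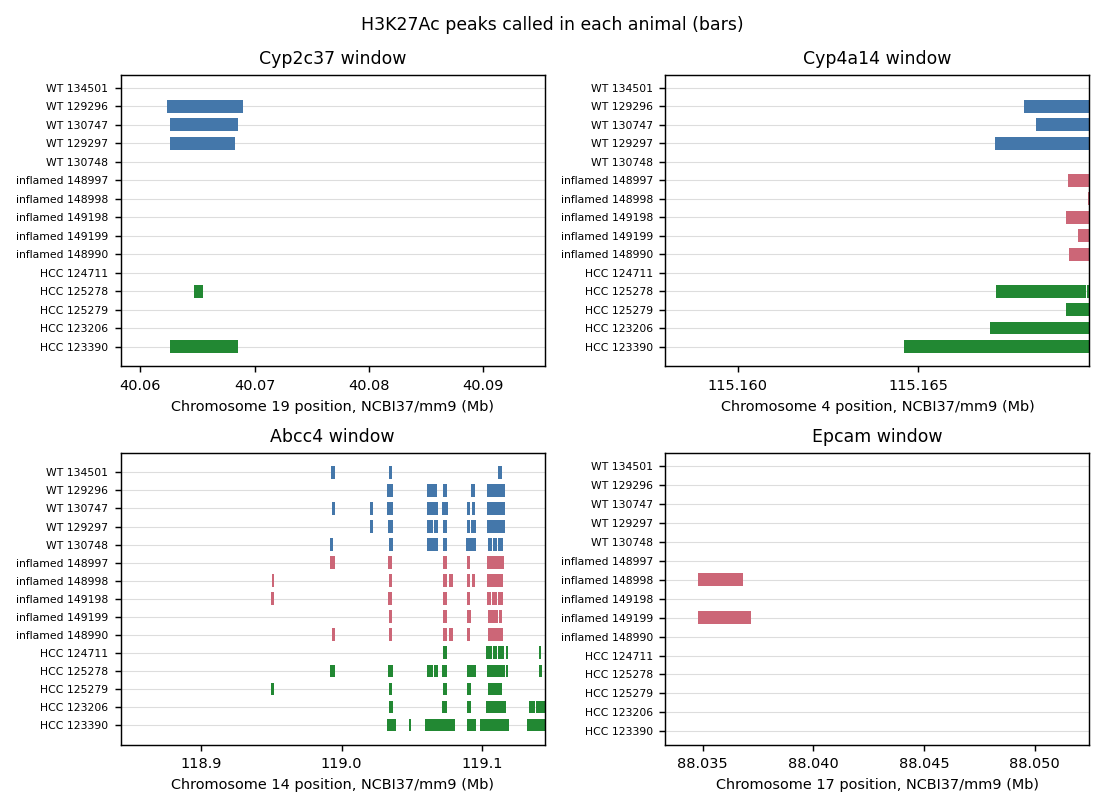
H3K27Ac peaks (bars) called in each of the 15 animals (1 line each, coloured by group) along the windows of Cyp2c37, Cyp4a14, Abcc4 and Epcam, in Mb of NCBI37/mm9. A Cyp2c37 peak is seen in 3 WT livers and 2 HCC nodules, and an Epcam peak in 2 inflamed livers.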

Snapshots of three representative samples (**Fig 4C**) show tumor-specific increased acetylation and RNA expression of *Cyp2c37* and *Cyp4a14*, encoding Phase I detoxification enzymes, and *Abcc4*, encoding a bile acid transporter. Conversely, the H3K27Ac signal on the promoter of the *Epcam* gene, encoding the cell adhesion molecule, was induced in inflamed livers and subsequently repressed in tumors.

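The Epcam window held a single region, on chromosome 17 from 88034776 to 88037173 (NCBI37/mm9), with a peak in 2 of 5 inflamed livers and in no WT liver or HCC nodule. Peaks covered 2014 bp in inflamed animal 148998 and 2398 bp in inflamed animal 149199, a mean of 882 ± 1216 bp (SD, n = 5). The difference was not larger than the spread between animals in either comparison (exact permutation tests, adjusted p = 0.444 for inflamed against WT and 0.444 for HCC against inflamed). Both peaks were low in their lists, at score percentiles of 24.5 and 19.4, and with equal lists neither was left.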

Next, we determined the TF consensus DNA binding sites that were statistically overrepresented in the differentially acetylated *cis*-regulatory regions [18]. In line with the GREAT analysis, motifs for TFs involved in the inflammatory and fibrotic response (including NF-kB and AP-1) were enriched in regions that gained acetylation in inflamed livers relative to normal controls, (**Fig 4D** and **S9 Table**). More importantly, when analyzing motifs over-represented in cancers relative to inflamed livers, we identified the DNA binding site for CAR (*Nr1i3*, belonging to the NR1 family of Thyroid hormone receptor-related factors), which is also overexpressed in *Mdr2^-/-^* liver cancers.

Overall, these results are in line with the transcriptional profiling datasets discussed above and suggest that the increased activity of a CAR-activated detoxification pathway occurs (and might be functionally involved) in the transition from inflammation to cancer.

### Concentration of toxic bile acids is reduced to normal levels in HCC

The upregulation of CAR expression in HCC as well as the over-representation of CAR motifs in the *cis*-regulatory elements that were selectively hyper-acetylated in cancers as compared to inflamed livers, suggest the hypothesis that transformed hepatocytes have acquired the ability to efficiently detoxify bile acids, which in turn would explain their ability to survive and proliferate in the context milieu of *Mdr2^-/-^* livers. To directly address this possibility, we used HPLC separation coupled to tandem mass spectrometry (HPLC-MS/MS) to quantify the concentrations of free bile acids and their taurine and glycine conjugates in the same liver samples used for expression and epigenetic analyses. 15 different species of bile acids were unambiguously identified and quantified (**Table 1**). PCA analysis showed that wild type, inflamed and tumor samples could be clearly separated from each other and that tumor samples were more similar to wild type controls than to inflamed livers (**Fig 5A**). Total bile acid levels were significantly increased in inflamed livers compared to age-matched controls (**Fig 5B**). More interestingly, tumor samples were characterized by a significant decrease (*p* ≤ 0.05) of total bile acids levels, which however did not return to the same values as those measured in the normal tissue. The observed decrease is not due to an impaired bile acids synthesis by tumor cells, as the expression of the rate-limiting enzymes *Cyp7a1* and *Cyp27a1* was not affected in the transition from inflammation to tumors. When only hydrophobic bile acids (namely, those with the highest cytotoxic potential) were considered, tumor livers showed a robust decrease in their levels, that returned to those measured in the matched wild type controls (**Fig 5C** and **Table 1**). In particular, the most hydrophobic and toxic bile acid, lithocolic acid (LCA) decreased to median levels that were even lower than those measured in normal livers (**Fig 5D**).

**Fig 5:**
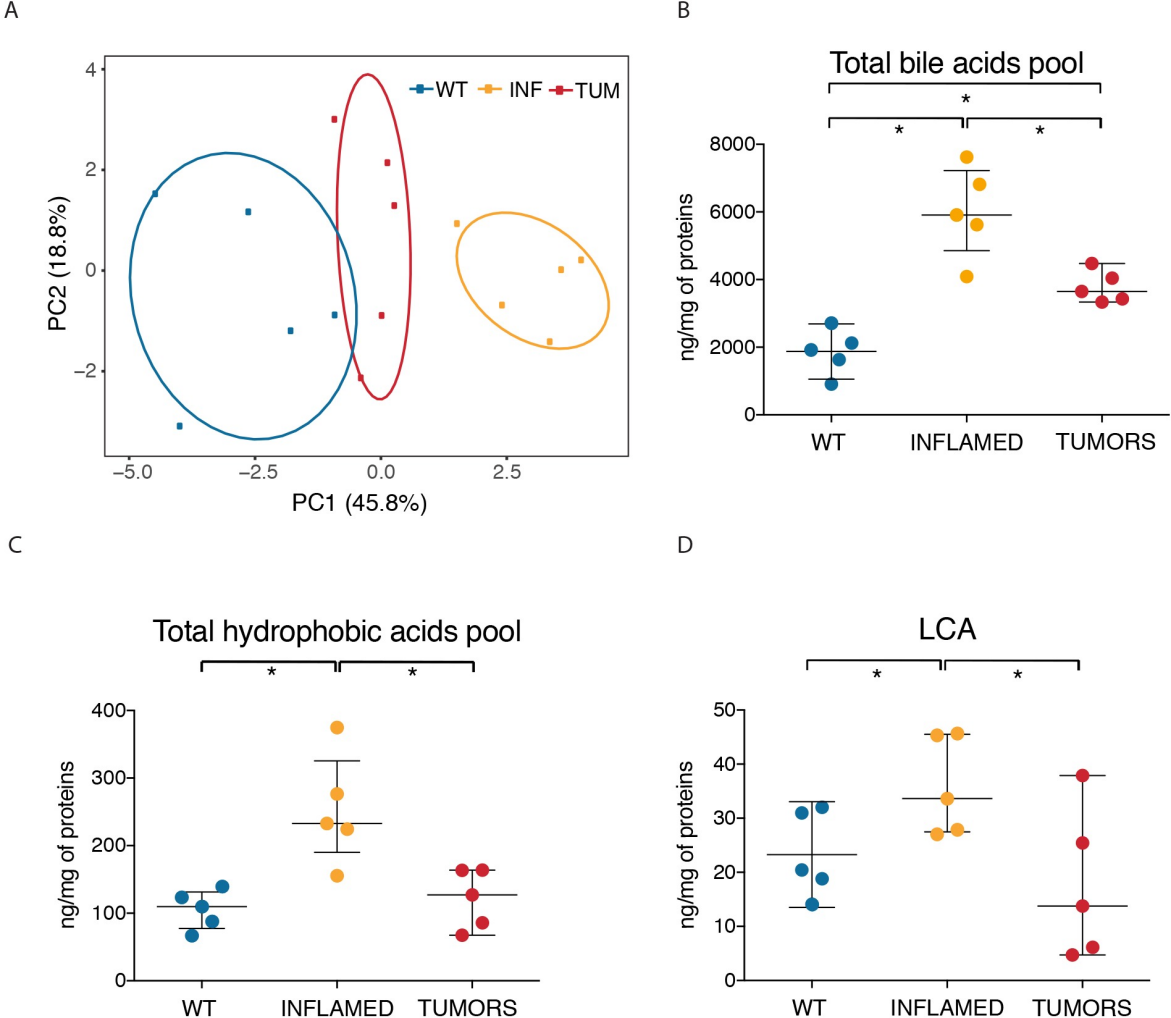
Toxic bile acids are reduced to normal levels in HCC stage. Bile acid quantification of *Mdr2^-/-^* livers by LC-MS/MS analysis. Bile acids were extracted from macrophage-depleted livers from 15/17-month-old *Mdr2^-/-^* mice (HCC stage), 8-month-old *Mdr2^-/-^* mice (inflamed stage) and age matched FVB/NJ mice (WT control) and quantified by MS. Each dot of the beeswarm plots (panel B, C and D) represents the sum of all bile acids quantified in one liver sample (5 animals per groups). Values of each quantified bile acid are listed in Table 1. The central black bars indicate the median with the 1st and 3rd quartile. In all analyses, differences were assessed using Welch Two Sample t-test (p < 0.05). Data are shown as nanogram of bile acids on mg of proteins extracted. **(A)** PCA of total bile acids plotted in B **(B)** Sum of total bile acids concentration, **(C)** Sum of hydrophobic bile acids, **(D)** LCA.

**Table 1:** Bile acids content in *Mdr2^-/-^* livers.

			average ng/mg of protein lysate		
-OH groups			Normal (n = 5)	Inflamed (n = 5)	HCC (n = 5)
3	**TMCA(α+β)**	tauromuricholic acid	985.04 ± 371.07	3716.44 ± 858.25	2380.62 ± 414.59
3	**MCAω**	muricholic acid omega	1.22 ± 1.42	17.85 ± 9.29	4.39 ± 4.32
3	**MCAβ**	muricholic acid beta	12.05 ± 9.9	150.78 ± 68.91	73.66 ± 33.75
3	**MCAα**	muricholic acid alpha	1.05 ± 0.99	6.12 ± 2.11	2.61 ± 1.64
3	**GCA**	glycocholic acid	2.14 ± 1.05	3.79 ± 0.88	1.68 ± 0.44
3	**TCA**	taurocholic acid	730.99 ± 265.15	1831.86 ± 380.33	1168.44 ± 122.87
3	**CA**	cholic acid	36.44 ± 17.69	32.93 ± 17.93	34.56 ± 25.39
2	**TUDCA**	tauroursodeoxycholic acid	33.64 ± 11.97	93.52 ± 54.12	25.82 ± 15.57
2	**UDCA**	ursodeoxycholic acid	5.37 ± 1.3	5.36 ± 0.9	6.54 ± 4.07
2	**TCDCA**	taurochenodeoxycholic acid	24.56 ± 10.69	110.93 ± 37.69	60.84 ± 23.92
2	**HDCA**	hyodeoxycholic acid	1.39 ± 0.78	1.32 ± 0.31	1.32 ± 0.62
2	**CDCA**	chenodeoxycholic acid	7.25 ± 6.04	0.63 ± 0.44	1.85 ± 0.59
2	**DCA**	deoxycholic acid	3.54 ± 1.51	1.24 ± 0.53	3.2 ± 1.62
1	**TLCA**	taurolithocholic acid	6.44 ± 3.27	3.95 ± 0.92	4.41 ± 0.72
1	**LCA**	lithocholic acid	23.28 ± 7.87	35.93 ± 9.12	17.6 ± 14.01

Overall, these data demonstrate that the total pool of bile acids, and even more so the hydrophobic and toxic ones, were substantially reduced in the transformed hepatocytes of *Mdr2^-/-^* tumors, indicating that the transition between the inflammatory stage and tumors involves an increased ability to detoxify and dispose of these endobiotics.

### Impact of CAR inhibition on *Mdr2^-/-^* tumors

Finally, we set out to investigate whether CAR inhibition might impact viability of tumors in *Mdr2^-/-^* mice. To this aim, we randomized 15 months-old *Mdr2^-/-^* mice (5 animals per group) to receive either 5α-androstan-3α-ol, a selective CAR inhibitor [25] or vehicle only via intraperitoneal injection. After 2 weeks of CAR inhibitor treatment and 48 hours of clodronate treatment to deplete macrophages, mice were sacrificed and tumors from the two cohorts were compared in terms of nodule number, size, histology and tumor content (**S10 Table**). Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were determined in plasma samples collected from vehicle and CAR inhibitor-treated mice to determine the possible occurrence of general hepatotoxicity. ALT and AST plasma levels were constitutively elevated in *Mdr2^-/-^* mice but not further increased following treatment (**S6 Fig**). Expression of representative CAR targets measured by quantitative RT-PCR on nodules from treated and untreated mice (such as *Cyp3a11*, *Cyp2b10*, *Cyp2c37 and Cyp1a2*) [15], was repressed by the CAR inhibitor, thus indicating efficient CAR inhibition in treated mice (**Fig 6A**).

**Fig 6:**
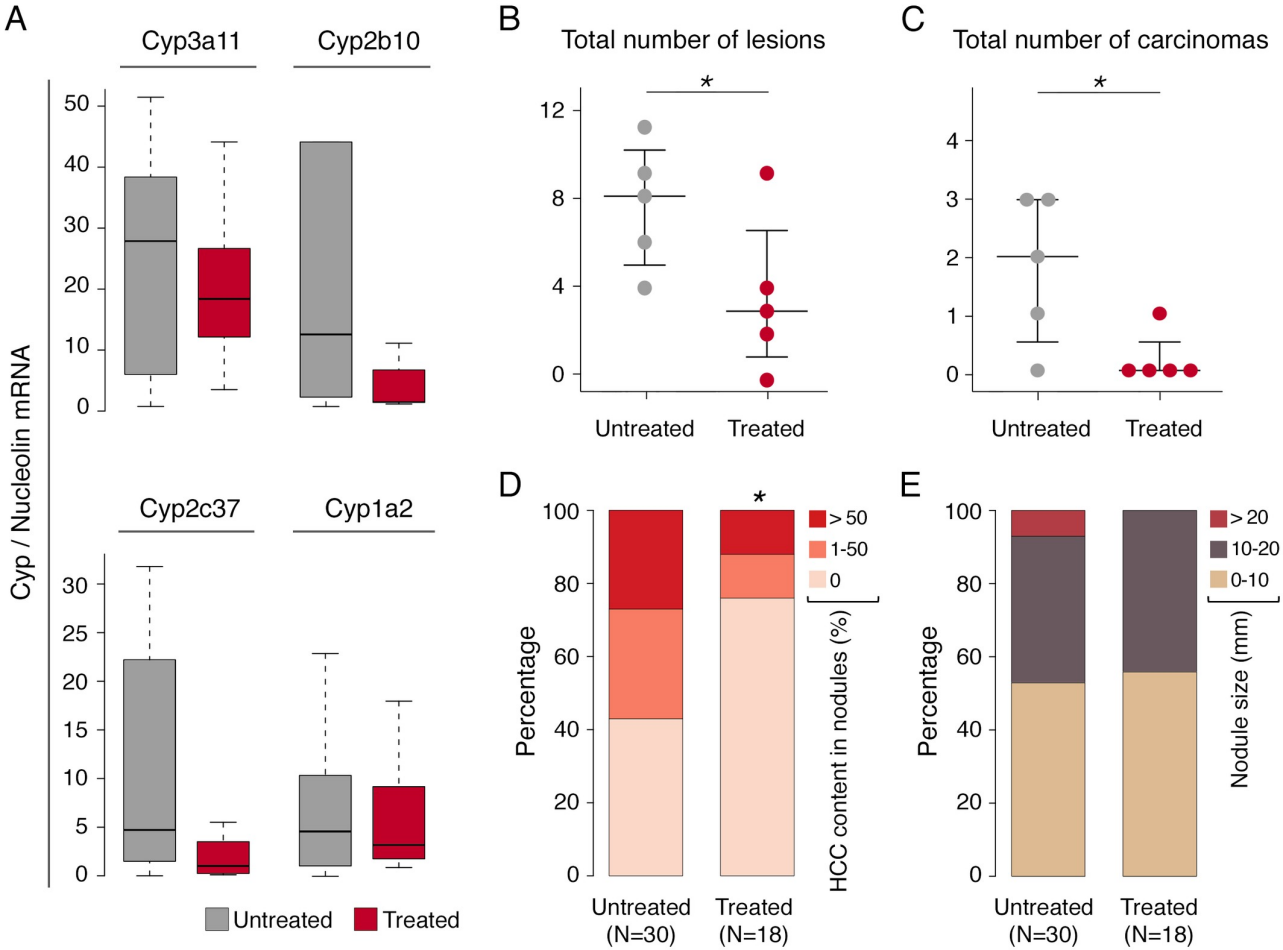
CAR inhibition blocks cancer progression in *Mdr2*-KO livers. Nodules from HCC livers of *Mdr2^-/-^* mice vehicle (UT) or CAR inhibitor treated (T) (50 mg/kg) were measured by caliper, collected for histological analysis and for RT-QPCR expression (see also S10 Table). **(A)** Q-PCR analysis of representative CAR target genes (UT, nodule number = 22; T, nodule number = 12). **(B)** Total number of lesions per mouse. **(C)** Total number of carcinomas per mouse. The central black bars indicate the median. **(D)** Tumor content measured as a percentage of HCC in each nodule. The number of nodules in the two groups are reported in parentheses. **(E)** Size differences in nodules from treated and untreated *Mdr2^-/-^* mouse groups. In all analyses, differences were assessed using one-sided Mann-Whitney test (p < 0.05).

Treated animals showed a significantly lower number of neoplastic lesions (adenomas and carcinomas) per mouse when compared with the untreated cohort (**Fig 6B** and **S7 Fig**). When only carcinomas were considered, treated mice showed a significant depletion in HCC nodules (**Fig 6C**), while adenomatous nodules (containing no HCC foci) were over-represented (**Fig 6D**). In addition, no mouse treated with CAR inhibitor had nodules bigger than 20 mm (**Fig 6E**).

Altogether, inhibition of CAR activity had an overall negative impact on tumor progression and on existing cancer nodules.

## Discussion

A large body of evidence indicates that chronic inflammation is associated with many cancer types but it is still unclear how cancer cells become able to survive within the cytotoxic microenvironment associated with high local concentrations of some inflammatory agents. In this study, we set out to dissect the epigenetic and transcriptional changes occurring in the transition from chronic inflammation to tumors in the specific context of the liver carcinogenesis in the *Mdr2^-/-^* mouse. Although this mouse is traditionally considered a paradigmatic model of inflammation-induced cancer, it is genetically and etiologically different from common types of human HCC and it is more appropriate to deem it representative of those tumors that develop in the context of a highly toxic microenvironment that determines a vicious circle of cell death and regeneration. The main finding of our study is that for tumors to develop in such a context, it is necessary that transcriptional and genetic changes occur that equip parenchymal cells with the ability to resist toxicity exerted by micro-environmental components.

By gene expression and epigenomic profiling, we found that HCC livers are characterized by CAR-mediated activation of Phase I and II detoxification pathways and transporters, which promote the detoxification and excretion of toxic bile acids that accumulate in livers of *Mdr2^-/-^* mice and cause the extensive inflammation typical of the precancerous stage.

Elimination of bile acids includes Phase I reactions (mainly consisting in the hydroxylation of bile acids and in a consequent reduction of their hydrophobicity) and Phase II reactions consisting in the conjugation of bile acids with molecules that further increase their hydrophilicity, thus reducing toxicity and enabling urinary excretion [26]. In cholestatic diseases, Pregnane X Receptor (PXR, *Nr1i2*) and the Constitutive Androstane Receptor (CAR, *Nr1i3*) represent the two key nuclear receptors controlling the expression of enzymes and transporters involved in bile detoxification and excretion in hepatocytes [27]. We found that PXR expression is induced already in inflamed livers and remains high in HCC. This effect might be the result of PXR activation by LCA, a well know direct ligand of PXR [20], which we found increased in inflamed livers. Interestingly, the appearance of cancer nodules in the inflamed livers is characterized by a transcriptional upregulation of the two other main regulators of xenobiotic metabolism, namely AHR and CAR. As a result, the majority of genes involved in Phase I and Phase II detoxification pathways are strongly upregulated in cancers. Consistently, the increased expression of xenobiotic receptors is paralleled by the upregulation of genes with overrepresented xenobiotic receptors (XR) motifs in their promoters. It is also interesting to note that tumors developing in *Mdr2^-/-^* mice show a very low burden of DNA mutations but massive gene amplification and rearrangements at late cancer stages [8,11]. Genes encoding components of the xenobiotic detoxification pathways are indeed amplified themselves, which is consistent with a selective advantage provided by their increased expression.

Overall, these results indicate that the accumulation of toxic hydrophobic bile acids, and in particular LCA, during chronic inflammation activates a detoxification program that is initially insufficient to prevent cellular damage and the vicious cycle of death and regeneration that characterizes the long pre-tumoral stage of liver disease. It is only a further increase in the activity of the detoxification program controlled by xenobiotic receptors that enables hepatocytes to undergo uncontrolled proliferation, likely stimulated by the chronic inflammatory environment. In this regard, CAR has been shown to be activated by LCA *in vivo* and other bile acids were found to activate the ligand binding domain of CAR *in vitro* [15,28]. The secondary bile acid LCA is the most potent cholestatic agent and causes liver damage unless it is efficiently eliminated [29]. Notably, CAR has been shown to have a fundamental protective role in the response to LCA *in vivo* since CAR-KO mice have more severe defects in LCA detoxification compared to PXR-KO mice [15] and CAR activation in transgenic mice confers resistance to the hepatotoxicity of LCA [30].

Importantly, our results indicate that CAR inhibition arrests tumor progression in that it reduces the number of bigger lesions with high HCC content. Although it was not feasible to test CAR inhibitor during the transition from inflammation stage to early adenoma (a six months-long process), it is tempting to speculate that pharmacological inhibition of CAR may be useful also to block HCC onset. Consistently with our findings, chronic CAR activation has been shown to result in liver carcinogenesis, as CAR-KO mice are completely resistant to tumorigenic effects of chronic xenobiotic stress [31] and long-term activation of CAR and β-catenin induces liver tumorigenesis [32].

Overall, our study points to a general framework for tumorigenesis occurring in the context of toxic micro-environments that may extend to other cases such as tumors associated with chronic exposure to noxious chemicals. Specifically, conditions that induce a stress response program also increase the selective pressure on pre-neoplastic cells to develop powerful mechanisms to cope with the same stress, as also indicated by the frequent amplification of genes encoding components of the endo/xenobiotic detoxification pathways in *Mdr2^-/-^* HCC. These data also suggest the possibility to use prophylactic or therapeutic approaches targeting xenobiotic receptors in such contexts.

## Materials and methods

### Ethics statement

Experiments involving mice have been carried out in accordance with the Italian Laws (D.L.vo 116/92) which enforces the EU 86/609 directive. The Ministry of Health was notified of this project in March 2014 (Project number: 02/2014).

### Murine liver tissues preparation and histology

Founders of the FVB.129P2-Abcb4^tm1Bor^ (*Mdr2^-/-^*) and FVB/NJ (*Mdr2*-WT) mice were purchased from The Jackson Laboratory. Colonies of both strains were maintained under specific pathogen-free conditions. Mice (both males and females) were treated with liposomes loaded with 5 μg clodronate or with PBS (www.clodronateliposomes.com) via tail vein injection, 48h prior to sacrifice. Each nodule or liver tissue sample was partly being snap frozen for DNA/RNA/protein extraction. Furthermore, a portion of each specimen was histologically assessed after overnight fixation in 4% formaldehyde and paraffin inclusion.

### Immunohistochemistry and histopathological examination

Anti-IBA1 immuno-stains were performed on 4 μm sections. After de-waxing and re-hydration in ethanol, antigen de-masking was done in sodium citrate buffer in a water bath at 95°C for 45 minutes. Endogenous peroxidases were quenched with a 5 min treatment in 3% H_2_O_2_. Slides were incubated with rabbit IBA1 antibody (Wako, 019–19741) diluted 1:500, and developed with HRP polymer (DAKO). Slides were finally counterstained with hematoxylin and mounted with Eukitt. The histological classification of hepatocellular proliferative lesions was performed according to Thoolen et al. [33]. For each mouse, either the composition of the tumor (in terms of percentage of adenoma and/or carcinoma) or the number of hepatocellular adenomas, early carcinomas (defined as adenomas containing focus of arising carcinoma), carcinomas, and the total number of neoplastic lesions were evaluated by a mouse pathologist. Samples were coded without reference to experimental group and examined blindly.

### ALT and AST assay

Blood samples were incubated on ice for 30 min to coagulate and were centrifuged for 10 min at 5000 rpm to separate the serum. Colorimetric determination of ALT levels was performed using TECO Diagnostics assay kits (Teco Diagnostics, Anaheim, CA). Procedures were performed as described by the manufacturer, except for a proportional decrease in volume to minimize the use of serum per assay. Colorimetric determination of AST levels was performed in the diagnostic laboratory of Humanitas Clinical and Research Center.

### RNA sequencing

RNA-seq was carried out using previously described protocols [34] on an Illumina HiSeq2000 platform. Frozen tissue samples were homogenized with a dounce homogenizer or with gentleMACS Dissociator (Miltenyi Biotec), depending on the tissue volume. Total RNA was extracted using Maxwell 16 LEV SimplyRNA cells kit (Promega) and run on Agilent Bioanalyzer 2100 to assess sample integrity. mRNA-seq library preparation from 4 μg of total RNA was performed with TruSeq RNA Sample Prep Kit V2 (Illumina) according to the manufacturer’s instructions.

### Chromatin immunoprecipitation (ChIP)

ChIP was carried out as previously described [34]. Briefly, 350 mg of liver/tumoral fixed tissue have been used for each ChIP. Chopped tissue samples were further homogenized with gentleMACS Dissociator (Miltenyi Biotec) prior to lysis. Homogenized tissues were processed with a two-step lysis protocol for cellular and nuclear membranes disruption, followed by chromatin shearing by sonication. Each lysate was then immunoprecipitated overnight with 5 μg of anti H3K27Ac antibody (Abcam, ab4729, [23]) prebound to 100 μl of G protein-coupled paramagnetic beads (Dynabeads). After beads washing, DNA was eluted and crosslink was reversed by overnight incubation at 65°C. DNA was then purified by Qiaquick columns (Qiagen) and quantified with PicoGreen (Invitrogen). ChIP validation by Q-PCR has been done on an Applied Biosystems 7500 Fast Real-time PCR system (SYBR Green, Applied Biosystems). ChIP DNA libraries were prepared as previously described [34], and sequenced on an HiSeq2000 with a 36bp single end setting (Supplementary materials).

### Inhibition of CAR

15 months-old *Mdr2^-/-^* mice were treated with 5α-androstan-3α-ol (Steraloids, Newport), a selective CAR inhibitor, as previously described [25]. The inhibitor was dissolved in a DMSO/corn oil solution and administered at 50 mg/kg by intra-peritoneal injection. Each mouse was treated every 48 h, and received a total of 6 treatments. Animals were finally sacrificed 48 h after the last inhibitor administration and after macrophage ablation by clodronate liposomes, and all detectable nodules were collected for histological analysis. Grossly detectable hepatic nodules were counted and measured with a caliper.

### Liver bile acid content

Bile acid content was evaluated from normal, inflamed and HCC livers. Liver bile acids were extracted by Folch method in presence of 5-alpha-cholestane as internal standard and subjected to HPLC-MS/MS analysis. The analyses were performed on an API-4000 triple quadrupole mass spectrometer (AB Sciex) coupled with a HPLC system (Agilent) and CTC PAL HTS autosampler (PAL System). A detailed description of the sample preparation and the subsequent MS analysis is provided in the Supplemental materials file.

### Computational methods

Short reads obtained from Illumina HiSeq2000 runs were analyzed as described [34]. Detailed computational methods are described in the Supplemental materials file.

Accession numbers. Raw datasets are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under the accession GSE80777, which comprises ChIP-seq data (GSE80775) and expression data (GSE80776).

## Supporting information

S1 Fig Analysis of the effects of macrophage depletion in wild type and *Mdr2^-/-^* inflamed livers and cancers. **A)** Representative sections of *Mdr2*-WT and inflamed and HCC *Mdr2^-/-^* livers, treated with clodronate or control PBS liposomes, and stained with IBA1 antibody to evaluate the presence of macrophages.
**B)** Histogram reporting the mean percentage of IBA1 positive area per field at 400x. Averages from 4 representative fields per specimen, taken from 5 mice per group.
**C)** Gene ontology analysis on the set of differentially expressed genes identified in WT livers treated with clodronate with respect to control WT livers.
(TIF) Click here for additional data file.

S2 Fig Effects of clodronate treatment on liver inflammatory cells. **A)** Expression of key markers of macrophages (CD11b and F4/80), T cells (CD3), B cells (B220), neutrophils (Myeloperoxidase, MPO), dendritic cells (CD11c) and NK cells (CD335) was evaluated in clodronate and PBS treated livers. **B)** Representative sections of *Mdr2*-WT, inflamed and HCC *Mdr2^-/-^* livers, treated with clodronate or control PBS liposomes, and stained with CD3 antibody to evaluate the presence of T lymphocytes. **C)** Histogram reporting the mean number of CD3 positive cells per field at 400x. Averages from 4 representative fields per specimen, differences were assessed using t-test, (p < 0.005).
(TIF) Click here for additional data file.

S3 Fig Dendrogram of expressed genes in wild type livers and *Mdr2^-/-^* inflamed livers and cancers as measured by RNA-seq from clodronate treated mice. (TIF) Click here for additional data file.

S4 Fig Q-PCR validation of a set of representative genes belonging to different clusters of Fig 2. (TIF) Click here for additional data file.

S5 Fig Genes involved in detoxification of xenobiotics are frequently amplified in *Mdr2^-/-^* liver tumors. Log2 ratios between normalized gene coverage in tumoral and reference DNA in nodule samples that underwent whole exome sequencing (WES) or whole genome sequencing (WGS) are reported. Amplified or deleted regions are highlighted in yellow. Data are from Iannelli et al., 2014.
(TIF) Click here for additional data file.

S6 Fig Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in plasma of mice treated with placebo or CAR inhibitor. Note that one sample of treated mouse was excluded from the assay because of erythrocyte hemolysis.
(TIF) Click here for additional data file.

S7 Fig **(A)** Representative images of livers from an untreated (UT) and a treated (T) *Mdr2^-/-^* mouse. Scale bar = 1cm. **(B)** Representative hematoxylin/eosin histologic sections of HCC and adenoma from untreated and treated livers. Scale bar = 100 um.
(TIF) Click here for additional data file.

S1 Table Gene Ontology terms identified by DAVID and associated with differentially expressed genes by comparing clodronate-treated and untreated livers. The list of GO terms refers to data shown in S1C Fig.
(XLSX) Click here for additional data file.

S2 Table Differentially expressed genes identified separately by comparing wild type livers with *Mdr2^-/-^* inflamed livers and inflamed livers with cancer nodules. (XLSX) Click here for additional data file.

S3 Table GO terms identified by DAVID and associated with differentially expressed genes from the lists in S2 Table. (XLSX) Click here for additional data file.

S4 Table GO terms identified by Revigo and associated with differentially expressed genes from the lists in S2 Table. (XLSX) Click here for additional data file.

S5 Table Clusters of differentially expressed genes in normal (WT), *Mdr2^-/-^* inflamed and HCC livers. (XLSX) Click here for additional data file.

S6 Table GO terms associated with clusters of differentially expressed genes reported in S5 Table. (XLSX) Click here for additional data file.

S7 Table Over-represented transcription factor motifs in the promoters of differentially expressed genes reported in S5 Table. (XLSX) Click here for additional data file.

S8 Table GREAT analysis of enriched GO categories performed on the H3K27Ac ChIP-seq data sets. (XLSX) Click here for additional data file.

S9 Table Over-represented transcription factor motifs at differentially acetylated regions. (XLSX) Click here for additional data file.

S10 Table Histopathological evaluation of livers from *Mdr2^-/-^* mice, untreated and treated with CAR inhibitor. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

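H3K27Ac ChIP-seq was measured in liver tissue of 15 mice, 5 WT livers, 5 inflamed Mdr2-/- livers and 5 HCC nodules, each from a different animal. Groups and animal numbers were taken from the sample records and the paper. An IgG control of WT liver was not analysed here.

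The authors called peaks in each animal with MACS and deposited 1 list per animal with the position and score of each peak. The score is the peak caller's own, from 50 to 3233.06, on a scale not stated in the paper's text, and it was used only within its list. Which control, aligner and filters were used is likewise not given in the paper's text, and its supplementary methods were not used here. Lists held between 26390 and 42736 peaks. Read counts were not part of the files analysed, so depth per library is unknown and differences in depth between animals can change how many peaks were called. Peak ends on chromosome 1 reached 197069010, beyond its end in GRCm38, and the coordinates are those of NCBI37/mm9. A genome and annotation of this build were not used here, so the enrichment of functional terms, gene lists and binding motifs near changed regions was planned and not computed, and gene names come from the snapshots of the paper's figures.

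Peaks on chromosomes 1 to 19 and X entered the comparisons, and peaks on chromosome Y were only counted. Overlapping or adjoining peaks of all animals were merged into 56941 regions, and a region counted as occupied in an animal when a peak overlapped it by at least 1 bp. A region was gained or lost when all 5 animals of a group and none of the 5 of the other had a peak in it. The numbers of gained and lost regions were compared with those of 100 splits of the same 10 animals, the real split included, out of 126 possible. Covered length and number of peaks were compared by exact two-sided permutation tests of the difference of means with Benjamini-Hochberg adjustment, and group separation by exact permutation of the labels on the pseudo-F of base-pair Jaccard distances. With 5 animals against 5 the smallest two-sided p is 0.00794. Occupancy of nodules was described for regions chosen on WT and inflamed livers alone, beside regions with a peak in 5 of the 10 WT and inflamed animals. The planned set of the latter, 4396 regions, held the gained and lost regions themselves, which were left out after the values were seen. Regions named in the text were the 3 per comparison whose lowest within-list score percentile over the animals with a peak was highest, where peaks with equal scores share a percentile; loci were those of the snapshots in Fig 1 and Fig 4.

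The alternatives were the top 50% of each list by score, equal lists of the best 26375 peaks, a peak covering at least 50% of a region, bins of 1000 bp with at least 500 bp under peaks, a peak in at least 4 of 5 animals against at most 1 of 5, autosomes only, and leaving out each animal in turn; for group separation also other distances and the 25 sets without 1 WT and 1 inflamed animal, and for loci windows extended by 10000 bp on each side and the number of peaks. The calling of regions was tested on simulated lists on the real regions, with differences planted in some regions and none in the others. All 200 planted regions were recovered in each of 3 comparisons, with 24 others called among 51537 regions for inflamed against WT, 31 among 51530 for HCC against inflamed and 21 among 51565 for HCC against WT. Recovery was fixed in advance, because planted regions had a peak in all 5 animals of a group and in none of the other. Peaks in the other regions were drawn independently for each animal at the region's mean rate. The extra calls thus do not measure false calls in the real lists, and the simulation checks only the code. Computation used Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.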

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

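The tests on the likeness of WT animal 130748 and HCC animal 124711 and on the regions of inflamed animal 149198 were chosen only after these patterns were seen; the tests on chromosome Y were set before their results were known, apart from the count of shared chromosome Y regions. Of 17 groups of values examined for an animal far from the others, 4 had one; chance gives about 1 in 20.

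WT animal 130748 lay apart from the other WT livers, with a mean Jaccard index of 0.504 to them. Its nearest animal was HCC animal 124711 (0.630). The pair lacked 1245 regions that all 13 other animals had, against at most 86 for any other pair of 1 WT and 1 HCC animal, and shared 459 regions seen in no other animal, against at most 73. A swap of the labels is argued against: of 275 regions in the other 4 WT and none of the other 4 HCC animals, WT 130748 had 42.9% and HCC 124711 had 12.7%, and of 823 regions in the other 4 HCC and none of the other 4 WT animals they had 21.4% and 33.2%. As far as chromosome Y peaks mark sex, a shared sex is argued against as the cause of the likeness. WT 130748 had 0 chromosome Y peaks and HCC 124711 had 13. These peaks cannot test a swap, because the sex of each animal is not given. Shorter lists are argued against, because with equal lists the pair still lacked 779 regions that all others had, and the next pair 33. Shared handling or a shared library batch of the pair (index 0.630) cannot be told apart from a shared tissue state, because neither the paper nor the sample records give a batch. A biological explanation was not tested.

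Chromosome Y peaks were found in WT animal 134501 (15 peaks) and HCC animal 124711 (13 peaks) and in none of the other 13 animals. A shorter list is argued against as the cause, since it cannot add the 9 chromosome Y regions in which both animals had a peak. These animals had the shortest lists of their groups, and the planned comparison of regions leaned the way shorter lists predict: among the 25 pairs of 1 WT and 1 HCC animal, 18 had at least as many regions found only in both (11 in this pair) and 4 had at least as many missing only from both (51). The paper used males and females without giving the sex of each animal, so that a candidate explanation is that these animals were males, which the 18 of 25 pairs neither favour nor exclude.

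Inflamed animal 149198 had 1046 regions seen in no other animal, against at most 285 in the other inflamed livers. It also had the longest list of its group. List length alone is argued against, because with equal lists it had 361 such regions and the other inflamed livers at most 123, a gap of 0.841 of the range. Other technical causes stay open, and no biological explanation was tested.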

How the results depend on the processing

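The alternatives were fixed before the data were examined, except those at the loci of Fig 1. The analyses of gene lists and motifs near changed regions, and their alternatives, were not run, because a genome and annotation of the build were not used. No paired analysis was possible because the groups share no replicate numbers.

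The number of peaks kept its direction and its side of the threshold on autosomes alone and with each animal left out. The top 50% of each list fixes these counts by construction and says nothing about them. The nodules' occupancy of regions gained (29.9% to 46.2%) and lost (30.1% to 43.9%) in inflamed livers moved by less than 1 SD. Covered length of HCC against inflamed samples reversed with the top 50% of each list (0.763 Mb) and ranged from -10.7 to 9.99 Mb across the 10 fits that each left out 1 animal (9.99 without HCC 124711, 0.209 without inflamed 149198), without passing the threshold. Separation of the groups held in every setting over all 3 groups, for inflamed against WT and for HCC against inflamed. For HCC against WT it fell below the threshold with the top 50% of each list (pseudo-F 1.77, exact permutation p = 0.0794), at the lowest of the 25 sets without 1 WT and 1 inflamed animal (1.54), which passed in 5 of 25, and in 6 of the 10 fits that left out 1 animal (1.54 to 2.52). In these the exact permutation p was 0.0873 without WT 134501, WT 129296 or HCC 123206, 0.111 without WT 129297 or HCC 125279 and 0.119 without WT 130747. The 5 sets that passed were those without WT 130748 (2.42, exact permutation p = 0.0159), and leaving out HCC 124711 gave 2.52 (exact permutation p = 0.00794), so that the separation was stronger without either of these animals, each the nearest of the other. The cause was not tested, beyond the fewer animals in these fits.

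Counts of regions moved most. With the top 50% of each list, 1158 regions were gained and 81 lost in inflamed against WT, 22 gained and 210 lost in HCC against inflamed, and 49 gained and 46 lost in HCC against WT. With equal lists, 983 were gained and 534 lost in inflamed against WT, 398 were lost in HCC against inflamed, and 82 were gained and 169 lost in HCC against WT. The share of gained among changed regions went from 92.4% to 64.8% for inflamed against WT and from 60.1% to 32.7% for HCC against WT. In 1000 bp bins, 10367 were gained and 2243 lost in inflamed against WT, 596 gained and 2815 lost in HCC against inflamed, and 615 gained and 560 lost in HCC against WT. These are bins and not regions. With a peak in at least 4 of 5 and at most 1 of 5 animals, 7087 were gained and 1133 lost in inflamed against WT, 533 gained and 3522 lost in HCC against inflamed, and 1723 gained and 983 lost in HCC against WT, as the looser call requires. Autosomes alone and a peak over at least 50% of the region stayed within 1.5 times each count, but the latter turned the balance of HCC against WT to 85 gained and 124 lost (40.7% gained).

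Leaving out each animal in turn gave 233 to 491 regions lost in inflamed against WT (491 without WT 130748, 431 without WT 134501), 62 to 224 gained in HCC against inflamed (224 without HCC 124711, 106 without 123390, 99 without 123206), 764 to 1420 lost in HCC against inflamed (1420 without HCC 125279, 1344 without inflamed 148990), 129 to 650 gained in HCC against WT (650 without HCC 124711, 273 without WT 130748, 207 without HCC 123390) and 85 to 241 lost in HCC against WT (241 without WT 130748, 168 without HCC 125278, 147 without WT 134501, 139 without HCC 125279). Counts rise in such fits because fewer animals must meet the rule. Regions gained in inflamed against WT stayed within 1.5 times, from 2778 to 3878.

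Other splits of the animals bear on these counts. The real split was the only 1 of 100 to give as many regions gained or lost in inflamed against WT, lost in HCC against inflamed or gained in HCC against WT. For regions lost in HCC against WT 3 of 100 splits gave as many, and for regions gained in HCC against inflamed 5 of 100 did with full lists, so that chance stays open for the last. Longer lists in a group are argued against as the whole cause where that group had the regions. With equal lists 983 were gained in inflamed against WT, 398 lost in HCC against inflamed and 82 gained in HCC against WT. Each of these counts was reached by only 1 of 100 splits, the real one. The counts of 534, 57 and 169 are of regions of the group with fewer peaks on average. Longer lists cannot add these, so that equal lists do not test the explanation there. They were reached by at most 2 of 100 splits. In the full lists, median score percentiles of the gained and lost regions lay between 32.8 and 40.9.

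At the loci of Fig 4 no adjusted p of the 8 comparisons passed the threshold in any setting, but a single locus with complete separation of its groups cannot go below 0.0635 after adjustment over 8 exact permutation tests. This value was reached at Cyp4a14 for HCC against inflamed without HCC 124711 (2349 bp) and at Abcc4 for inflamed against WT without WT 134501 (-11573 bp), where the groups did not overlap. At Cyp4a14 the groups then lay close, at 639 bp in the highest inflamed liver and 652 bp in the lowest nodule left. Without HCC 123390, HCC against inflamed went from 1342 to 197 bp at Cyp2c37, from 1794 to 1063 bp at Cyp4a14 and from 14007 to 5731 bp at Abcc4. Counting peaks reversed inflamed against WT at Abcc4 (0.200 more peaks) and Cyp4a14 (0.400 more peaks). It left a difference of 0 peaks for HCC against inflamed at Cyp4a14. At the loci of Fig 1, extending the window reversed inflamed against WT at Afp (245 bp), counting peaks reversed it at Gsta2 (-0.400 peaks), and HCC against inflamed at Gsta2 ranged from -7.30 to 345 bp across the fits that left out 1 animal (-7.30 without HCC 125278). Of the other results at these loci, 8 were weaker and 1 stronger with 1 animal left out, and 4 were weaker in other settings. The cause was not tested. The limit of these data is that depth is unknown and a missing peak is not a measured absence of signal.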

Differences from the paper's values

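No test was chosen for these comparisons after the result was seen. The numbers of changed regions behind the functional terms of S8 Table were computed from that table, as the regions hit by a term divided by the share of regions they make up. They are the paper's values for regions it describes as differentially acetylated, and those given here are regions with a peak in all animals of a group and in none of the other.

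For inflamed against WT livers the paper's table gives 5507 regions gained and 2744 were found here; a peak in at least 4 of 5 and at most 1 of 5 animals gave 7087, leaving out WT animal 130748 gave 3878 and leaving out inflamed animal 148990 gave 3738, all within 1.5 times of the paper's value, and none of the other alternatives set before the data were examined did. The paper's table gives 8265 regions lost and 227 were found here, and none of the alternatives set before the data were examined closed the gap. For HCC against inflamed samples the paper's table gives 3494 regions gained against 60 here, with no alternative closing the gap, and 3834 regions lost against 728 here. With a peak in at least 4 of 5 and at most 1 of 5 animals 3522 were lost and with 1000 bp bins 2815, both within 1.5 times, and not with the other alternatives. For HCC against WT the paper's table gives 3423 regions gained against 125 here and 4879 lost against 83 here, and no alternative closed either gap.

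In the paper's table more regions were lost than gained in inflamed against WT livers. Here more were gained than lost in every setting set before the data were examined, from 64.8% gained with equal lists to 93.5% with the top 50% of each list.

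The share of variance on the first principal component was about 40% in Fig 4A, read by eye, and 26.2% here on presence or absence of peaks in all 15 animals. None of the alternatives set before the data were examined concerned this share.

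The paper describes higher acetylation of Cyp2c37 in tumors on the basis of representative samples. Over all animals a Cyp2c37 peak was called in 3 of 5 WT livers, 0 of 5 inflamed livers and 2 of 5 HCC nodules, so that its presence was not specific to nodules.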

Other observations

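The tests of covered length at the loci of Fig 1 were chosen after the data were examined; the other tests below were set before their results were known.

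H3K27Ac peaks were also measured at the genes whose RNA is shown in Fig 1. At Col3a1 peaks covered 6179 ± 2352 bp in inflamed livers, 1576 ± 1455 bp in WT livers and 945 ± 1491 bp in HCC nodules (SD, n = 5 each). Every inflamed liver had more than every WT liver and every nodule (exact permutation tests, p = 0.00794 each, adjusted p = 0.0317 over 8 tests). Across all alternatives the adjusted p of these exact permutation tests ranged from 0.0317 to 0.333. It was 0.0952 with equal lists, 0.333 when peaks were counted, 0.0635 for both comparisons without inflamed animal 148997, 149198 or 148990, and for inflamed against WT 0.0635 without WT 134501 and 0.0952 without WT 130748. Col3a1 differences kept their direction in all of these, from 3903 to 5133 bp against WT livers and from -5851 to -4534 bp for HCC against inflamed samples with 1 animal left out. Biological explanations were not tested. At Afp peaks covered 4387 ± 6043 bp in HCC nodules, with a peak in the window in 3 of 5, and 0 bp in inflamed livers (exact permutation test, adjusted p = 0.190). In WT livers peaks covered 228 ± 248 bp there, also with a peak in 3 of 5. These Afp values depend on where the window is cut. A region on chromosome 5 from 90916028 to 90925642 (NCBI37/mm9) crossed its start. It had a peak in 0 WT, 3 inflamed and 4 HCC animals, and the inflamed peaks lay outside the window. The WT values are the edge of the region from 90938498 to 90953405, which had a peak in 5 of 5 animals of each group. Without HCC 123390 the Afp difference of HCC against inflamed samples went from 4387 to 1850 bp. Peaks covered 3052 ± 2112 bp at Cyp2a5 in WT, 629 ± 1007 bp in inflamed and 2379 ± 2055 bp in HCC samples, and 3283 ± 949 bp, 4109 ± 156 bp and 4317 ± 566 bp at Gsta2 (SD, n = 5 each). With all animals, none of these differences passed the threshold after adjustment. Without WT 130747, inflamed against WT at Gsta2 passed it (1029 bp, exact permutation test, adjusted p = 0.0423). Leaving out any other single animal brought none of them past it. The Cyp2a5 window cut off most of a region on chromosome 7 from 27612640 to 27620043 (NCBI37/mm9). This region, chosen after its values were seen, had a peak in 0 WT, 2 inflamed and 5 HCC animals. Only the peak of HCC animal 123390 reached into the window. With the window extended by 10000 bp on each side, HCC against inflamed at Cyp2a5 was 4571 bp (exact permutation test, adjusted p = 0.233).

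Nodules differed in which group they resembled. The mean Jaccard index to inflamed livers minus that to WT livers was 0.132 in HCC 125279, 0.0346 in 123206 and 0.0297 in 125278, and -0.0300 in 124711 and -0.0380 in 123390, a mean of 0.0256 ± 0.0681 (SD, n = 5).

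Unequal sexes are argued against as the source of the group separation. Chromosome Y peaks occurred in 1 WT, 0 inflamed and 1 HCC animal, so that, as far as they mark sex, sex does not follow the groups. Distances within groups cannot decide, because at most 1 animal of a group had these peaks. The mean distance of pairs that differ in them minus that of other pairs was -0.0260 in WT livers and 0.136 in HCC nodules (exact permutation test, one-sided, p = 0.24 over 25 choices of 1 WT and 1 HCC animal). Without WT 134501, the only WT animal with such peaks, inflamed and WT livers still separated (pseudo-F 5.97, exact permutation p = 0.00794). HCC nodules and WT livers then did not (pseudo-F 1.64, exact permutation p = 0.0873). Nor did they without WT 129296, 130747 or 129297, which had no such peaks. A different number of peaks is argued against by the separation with equal lists (exact permutation p = 9.51e-05). Age differs between inflamed livers and the other groups in the sample records and stays open, untested.

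Adjacent animal numbers, a hypothetical sign of a shared litter or batch, went with a Jaccard index 0.0269 higher than in other pairs of their group over 5 pairs (exact permutation test, one-sided, p = 0.195). Litter or batch and chance cannot be told apart with so few pairs.

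In HCC animal 123206, 9.65% of its 1420 regions seen in no other animal lay in a single window on chromosome 1 from 135000001 to 140000000 (NCBI37/mm9), 137 of the 332 merged regions there. The other nodules' largest windows held 1.26% to 2.75% and those of the WT livers 1.59% to 4.29%. A gain in copy number in this nodule is a candidate explanation, as a hypothesis; DNA copy number was not analysed here, and a regulatory change of the same segment stays open.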
